A study of Bacillus subtilis subsp. subtilis str. 168 with 4 samples. Its data were reported in "Tracking the Elusive Function of Bacillus subtilis Hfq" (2015).

How the data were processed

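Total RNA from Bacillus subtilis grown in rich LB medium was collected 5 hours into stationary phase, from a wild-type strain and from a strain in which the hfq gene is deleted (called Δhfq here). Hfq is a small RNA-binding protein. By the study's account, an antibiotic resistance gene takes the place of hfq in its deletion mutants, and its wild-type BSB1 lacks that gene. The comparison therefore cannot separate the loss of hfq from the presence of the resistance gene. Each strain was represented by 2 replicate cultures, and each RNA sample was hybridised to 1 array, giving 4 arrays. Groups and replicate numbers were taken from the sample labels. The labels also placed both wild-type arrays on 1 slide and both Δhfq arrays on another, so the slide and the strain cannot be told apart, and the slide could be neither a covariate nor a block.

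The authors copied the RNA into Cy3-labelled cDNA by a strand-specific protocol, hybridised it in 1 colour to an Agilent tiling array, condensed the probe signals into 1 value for each annotated gene or newly defined transcribed region, and quantile-normalised these values between arrays. The deposited values are on the log2 scale. How the background was corrected and which formula combined the probes is not given in the sources used here. The table held 5875 features, of which 4292 were annotated genes or RNAs and 1583 were new regions. In 138 features all 4 arrays were blank, and these were left out, which left 5737 features with values (4289 annotated and 1448 new regions). Sorted values differed between arrays by at most 0.0038 log2 units, so the table was used as deposited without further normalization. Quantile normalization gives every array the same distribution of values, so a change shared by most transcripts would not be seen. Values per probe, detection flags and background readings were not used here, so a low value could not be separated from background. Arrays carry no read depth, and the number of arrays limits the precision.

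Annotated features were named through their locus tags with a RefSeq gene table (assembly ASM904v1), which matched 4225 of the 4289 annotated features with values. For 1573 locus tags the study's own annotation also gave coordinates, and start and end were identical for 1555 of them (98.9%), so coordinates are given on that assembly, counted from 1. New regions carry their coordinates in their identifiers, and 495 of them also have a name beginning with S in the study's annotation, from which only identities were taken. The chromosome is circular and is the only one.

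Each feature was compared between Δhfq and wild-type with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, group only, residual degrees of freedom 2, prior degrees of freedom 3.36). A log2 change is the Δhfq mean minus the wild-type mean. Two-sided p-values were adjusted by the Benjamini-Hochberg method over the 5737 features, and a feature was called at an adjusted p under 0.05. The methods of the study name limma and the Bonferroni-Holm adjustment, so counts under Bonferroni-Holm were also computed. With 2 arrays against 2, an exact permutation test of a single value cannot give a two-sided p below 0.333, so the calls rest on the variance that limma shares between features. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.

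Gene lists were tested with camera from limma, with a preset correlation of 0.01 between genes, two-sided and with Benjamini-Hochberg adjustment over the 15 lists, each with at least 5 members found. The lists were written from general knowledge of B. subtilis regulators before the data were examined, but after reading which genes the study lists as changed in these same samples. The WalR, ATP synthase, ribosomal protein and respiration lists were added because of that reading, and none of the lists is independent evidence. Of 510 memberships, 471 were found under current symbols. The rest were left out, and at least 80% of each list was found. There were 20 genes in more than 1 list. The features named in the text were fixed by a rule before the data were examined: hfq and its neighbours, the genes and RNAs that the study names for stationary phase, and the 5 largest rises and 5 largest falls among called features whose arrays of one strain all lie above those of the other. The genes ahrC and bsrE were on that list and were not analysed here, since their names were not matched. Features named by any other route are marked as chosen after their values were seen.

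The steps were tested on simulated data made from the 5737 features of this comparison, with 200 features changed in each of 20 simulated sets. The test called 5% of features changed by 0.5 log2 units, 76.8% of those changed by 1 and 97.7% of those changed by 2, and 4.9% of its calls were false. For a list of 20 features shifted by 0.5, camera and fry each passed the threshold in 20 of 20 simulations. For 20 unchanged features, camera passed in 0 and fry in 1 of 20. These passes were counted without adjustment. The simulated features varied independently of each other, so false calls among genes that vary together were not tested. Camera with an estimated correlation, which has 2 degrees of freedom here, passed for the shifted list in 20 of 20 simulations without adjustment, but in 0 of 20 at the threshold divided by 15, the number of lists.

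The alternatives fixed before the data were examined were quantile normalization once more, median centring, cyclic loess, leaving out the dimmest 25% of features, Bonferroni-Holm adjustment, annotated genes only, an intensity trend or robust estimation in the prior variance, a minimum 2-fold change, treat against a log2 change of 0.5, the replicate number as a block, leaving out each array in turn, and, for the lists, fry, camera with an estimated correlation and a background of annotated genes. An array left alone in its group was assumed to vary like those of the other group. After the data had been seen, 2 alternatives were added for the lists: members within 200 bp of each other averaged to 1 value, and hfq left out of the SigH list.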

Results

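The transcriptomes of wild-type B. subtilis and its Δhfq derivative were compared in cells harvested 5 hours into stationary phase. The question was which RNAs depend on Hfq at the stage where the protein accumulates. Each strain was represented by 2 cultures and 2 tiling arrays, which cover both strands of the chromosome. Expression was obtained for 5737 features, as log2 values between 6.40 and 16.46 with a median of 8.47. Over all features, the Pearson correlation was 0.99 between the wild-type arrays and 0.989 between the Δhfq arrays. Between strains it ranged from 0.975 to 0.982. These are correlations across genes within pairs of arrays, and genes are not independent replicates. The SD of the difference between 2 arrays was 0.265 log2 units within the wild-type and 0.279 within Δhfq, against 0.366 to 0.426 between strains. No array was a copy of another, and between 6 and 20 features had identical values in any pair of arrays. Both arrays of a strain shared a slide, so each difference between strains is also a difference between slides.

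The hfq transcript was examined first, as a check of the labels. The gene (BSU17340) spans positions 1867373 to 1867594 of the chromosome. Its expression was 12.02 and 11.78 in the wild-type arrays and 6.91 and 6.77 in the Δhfq arrays. The log2 change was -5.06 (SE 0.13, n = 2 per strain), with a limma Benjamini-Hochberg adjusted p of 0.000497. This corresponds to a 33.3-fold lower signal. In the wild-type, hfq ranked at percentiles 91.4 and 89.5 of all features, and in Δhfq at 4.11 and 1.59, close to the lowest values of the array, so the fold is limited by that floor. Leaving out 1 array gave changes between -5.18 and -4.93, and without Δhfq replicate 1 the adjusted p rose to 0.0525, with a change of -5.12. The genes around hfq were not called. The log2 change was 0.00 for miaA (SE 0.0994), 0.15 for ymzC (SE 0.14), -0.16 for ymzA (SE 0.106) and 0.26 for ymaF (SE 0.201).

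In total, 165 features differed between the strains at a Benjamini-Hochberg adjusted p under 0.05 in limma. Of these, 92 were higher and 73 were lower in Δhfq. The calls comprised 134 annotated features (74 higher, 60 lower) and 31 new regions. Annotated features were called at a rate of 3.12% and new regions at 2.14%, a difference that was not significant (Fisher's exact test, two-sided p = 0.056). The smallest absolute log2 change among called features was 0.59 and the median was 0.99. At least a 2-fold change was reached by 79 called features, 47 higher and 32 lower. With Bonferroni-Holm adjustment 15 features passed, 14 higher and 1 lower. At an unadjusted p under 0.05 there were 1116. For all 165 called features, both arrays of one strain lay above both arrays of the other. That held for 50.5% of all features, where chance gives 33.3%. With the arrays separate in this way, leaving out 1 array cannot change the direction of a called feature. Calls were rare among dim features, with 2 among the dimmest 25% by mean expression, 25 and 47 in the following 25% steps and 91 among the brightest 25%. The count depended strongly on having all 4 arrays. It was 0 without Δhfq replicate 1 (794 features at an unadjusted p under 0.05), 19 without Δhfq replicate 2, 21 without wild-type replicate 1 and 24 without wild-type replicate 2, while no called feature changed its direction in any of these.

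**Figure D1:**
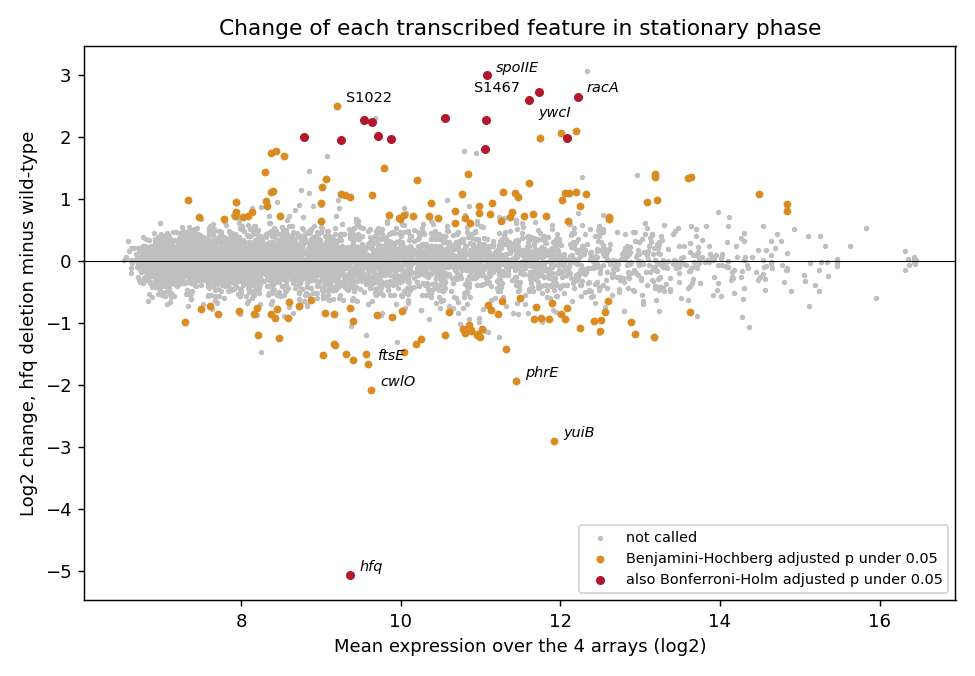
Each point is 1 of 5737 transcribed features, with mean log2 expression over the 4 arrays on the horizontal axis and the log2 change (Δhfq minus wild-type) on the vertical axis; orange points were called with Benjamini-Hochberg adjustment, red points also with Bonferroni-Holm adjustment, grey points were not called, and the 5 largest rises and falls among the called features are named. The hfq gene lies at -5.06, apart from all other features, and the called features run from both sides of the cloud at changes of 0.59 or more.

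Among called features, the largest rise was that of spoIIE (BSU00640, positions 70538 to 73021), which encodes a phosphatase of early sporulation. Its expression increased from 9.58 ± 0.0926 in the wild-type to 12.57 ± 0.142 in Δhfq (SD, n = 2), a log2 change of 2.99 (SE 0.122, limma Benjamini-Hochberg adjusted p 0.0016). The new region S1467 (3907315 to 3907453) rose by 2.72 (SE 0.111), and the adjoining gene ywcI (BSU38080, 3907012 to 3907314) by 2.59 (SE 0.116). The gene racA (BSU37030, 3798789 to 3799343), which encodes a protein that anchors the chromosome at the cell pole during sporulation, rose by 2.64 (SE 0.117). For these 3 features the adjusted p was also 0.0016, and all 4 passed Bonferroni-Holm adjustment. The small RNA S1022 (2773764 to 2773889) rose by 2.50 with a larger error (SE 0.327, adjusted p 0.0343), since its values on the Δhfq arrays were spread (SD 0.605).

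After hfq, the largest fall among called features was that of yuiB (BSU32080, 3299344 to 3299664), from 13.37 ± 0.0188 to 10.47 ± 0.658 (SD, n = 2), a log2 change of -2.90 (SE 0.3, limma Benjamini-Hochberg adjusted p 0.0167). The cell wall hydrolase gene cwlO (BSU34800, 3574363 to 3575784) changed by -2.08 (SE 0.135, adjusted p 0.00421). The changes were -1.93 for phrE (BSU25840, 2660330 to 2660464), which encodes a secreted signalling peptide (SE 0.149, adjusted p 0.0083), and -1.66 for ftsE (BSU35260, 3624821 to 3625507), which encodes part of an ABC transporter (SE 0.118, adjusted p 0.00549). Apart from hfq, none of these falls passed Bonferroni-Holm adjustment, where cwlO came closest with an adjusted p of 0.0672.

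Regulators of stationary phase were then examined through lists of the genes they control. Of the 15 lists, 8 were called with camera at a Benjamini-Hochberg adjusted p under 0.05, 3 higher and 5 lower in Δhfq. With fry, a rotation test, 3 lists were called, namely the Spo0A-activated, WalR and respiration lists, and 7 lists had an unadjusted p under 0.05. Camera with a correlation estimated from the data called 0 lists (2 at an unadjusted p under 0.05), but that test has 2 degrees of freedom here and is too weak to judge the lists by.

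Genes activated by Spo0A, the master regulator of sporulation entry, were higher in Δhfq. Their median log2 change was 0.46 over 20 genes (mean 1.02, 16 higher and 4 lower), with a camera adjusted p of 4.71e-10 and a fry adjusted p of 0.0106. Of these genes 8 were called, all higher, and 11 were called when adjusted over the list alone. The called genes changed between 1.98 and 2.99, whereas the other members stayed within 0.66 of 0. The lists of the sporulation sigma factors moved less. The SigE list had a median of 0.15 over 43 genes (camera adjusted p 0.000443, fry adjusted p 0.0736), with 5 genes called, and 5 adjusted over the list alone. Without Δhfq replicate 1 its median was 0.08. The SigF, SigG and SigK lists were not called, with medians of 0.05, 0.01 and 0.00 and camera adjusted p of 0.671, 0.671 and 0.19. They contained 1, 0 and 6 called genes (5 higher and 1 lower in the SigK list), and 2, 0 and 10 adjusted over the list alone, and 2 members of the SigG list had an unadjusted p under 0.05. The SigH list had a median of 0.00 over 33 genes (camera adjusted p 0.986). Its 9 called members went both ways, 5 higher and 4 lower, and 13 were called when adjusted over the list alone. One of its members is hfq itself. Without it the median was 0.02 and the mean changed from -0.01 to 0.15, still not called (adjusted p 0.626).

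Genes of the SigM envelope stress response were higher, with a median of 0.28 over 29 genes (camera adjusted p 0.000119, fry adjusted p 0.0953), 4 called and 10 adjusted over the list alone. The SigD list of motility and autolysis genes was lower, with a median of -0.19 over 58 genes, of which 52 were lower (camera adjusted p 4.86e-07, fry adjusted p 0.266). It held 3 called genes, and 9 adjusted over the list alone. Its median was -0.43 without wild-type replicate 1, -0.11 without wild-type replicate 2 and -0.32 without Δhfq replicate 1. Replicate 2 differed from replicate 1 by a median of 0.27 in the wild-type and -0.19 in Δhfq. The fall of the list between strains was therefore no larger than its differences between cultures of one strain. Genes repressed by AbrB were not called as a list (median -0.03 over 35 genes, adjusted p 0.138), with 1 gene called, abrB itself, and 2 adjusted over the list alone. The competence list was not called either (median 0.10 over 23 genes, adjusted p 0.415), with 0 genes called and 4 at an unadjusted p under 0.05, and 0 adjusted over the list alone. The general stress list of SigB had a median of 0.17 over 44 genes and was not called (adjusted p 0.19). It held 0 called genes, and 0 adjusted over the list alone, with 3 at an unadjusted p under 0.05. Single arrays decided its direction. The median was 0.50 without Δhfq replicate 2 and 0.39 without wild-type replicate 1, and it was -0.23 without Δhfq replicate 1.

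The lists added after reading the study's list of changed genes were all lower in Δhfq. The median was -0.27 for 18 genes of the cell wall regulator WalR (camera adjusted p 0.000141, fry adjusted p 0.0108), with 4 genes called and 9 adjusted over the list alone. It was -0.62 for 10 respiration genes (camera adjusted p 0.000141, fry adjusted p 0.0164), with 5 called lower and 1 higher, and 8 adjusted over the list alone. For 9 ATP synthase genes it was -0.33 (camera adjusted p 0.000141, fry adjusted p 0.0736), with 1 called, 2 adjusted over the list alone, and a median of -0.18 without Δhfq replicate 2. For 52 ribosomal protein genes it was -0.21 (camera adjusted p 4.83e-08, fry adjusted p 0.148), with 10 called, all in the stretch from rplP to rpsE (named after their values were seen), and 24 adjusted over the list alone. Since these lists were chosen from changes seen in these samples, the counts adjusted over the list alone are not independent evidence, and the same holds in part for the other lists.

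**Figure D2:**
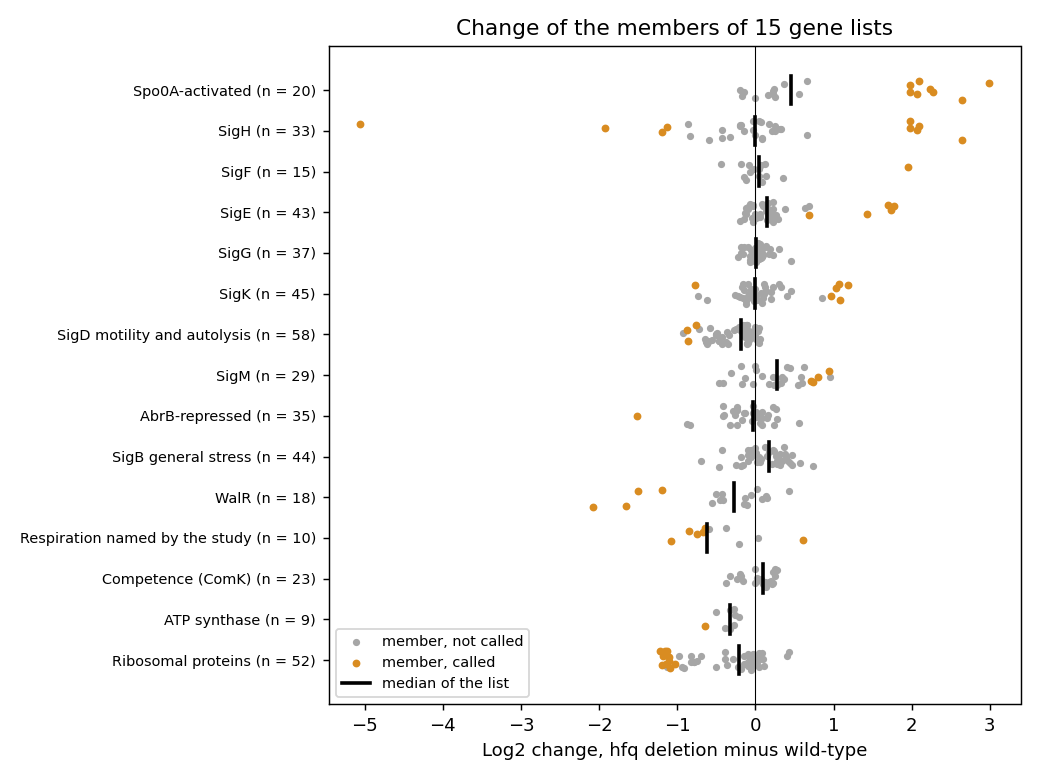
Each row is 1 of the 15 gene lists with the number of genes found, each point is the log2 change of 1 gene (Δhfq minus wild-type), orange marks genes called with Benjamini-Hochberg adjustment, and the vertical bar is the median of the list. The Spo0A-activated list splits into 8 called genes near 2 or above and a remainder near 0, while the SigD and SigB lists form a single cloud each.

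Within the respiration genes, the operon ctaDEF decreased. The log2 change was -0.65 for ctaD (SE 0.0994), -0.75 for ctaE (SE 0.1) and -0.85 for ctaF (SE 0.12), with limma Benjamini-Hochberg adjusted p of 0.0426, 0.0352 and 0.0374. The cytochrome gene cccA changed by -1.08 (SE 0.176, adjusted p 0.048) and the quinol oxidase gene qoxB by -0.67 (SE 0.103, adjusted p 0.0426). The NADH dehydrogenase gene ndh increased by 0.61 (SE 0.0997, adjusted p 0.048). The gene of the redox regulator Rex did not differ beyond the replicate error (0.03, SE 0.111, adjusted p 0.906). Among the other named mRNAs, yebD changed by -1.35 (SE 0.11, adjusted p 0.00882) and abrB by -1.51 (SE 0.22, adjusted p 0.0388). Of the other regulator genes on the list of named features, none was called, with changes of -0.20 for spo0A (adjusted p 0.364), -0.32 for sigH (adjusted p 0.193), -0.08 for sigD (adjusted p 0.878) and 0.54 for sigM (adjusted p 0.231).

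Small RNAs, riboswitch leaders and toxin-antitoxin RNAs were examined because Hfq acts through small RNAs in enteric bacteria. Of 12 such RNAs found, 9 were called over all features, 2 higher and 7 lower in Δhfq, and 10 were called when adjusted over the list alone. The study itself reports the 9 called RNAs as affected in these samples, so neither count is independent evidence. Nor is 9 of 12 a rate for such RNAs in general. With Bonferroni-Holm adjustment 0 were called, and 10 had an unadjusted p under 0.05 in limma. Leaving out any 1 array also left 0 called, with 9 at an unadjusted p under 0.05 each time.

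The antitoxin RNA RatA (S976, 2678362 to 2678577) overlaps the toxin gene txpA (BSU26050, 2678240 to 2678419) on the opposite strand. RatA decreased from 11.53 ± 0.0621 to 10.74 ± 0.141 (SD, n = 2), a log2 change of -0.79, whereas txpA increased from 7.89 ± 0.0419 to 8.77 ± 0.2, a change of 0.88. Both had a limma Benjamini-Hochberg adjusted p of 0.0404. The antisense RNA as-bsrE (S718, 2069984 to 2070118) changed by -1.60 (SE 0.216, adjusted p 0.0352), and the RNA S1495 (3996377 to 3996599), of unknown function, by -0.83 (SE 0.128, adjusted p 0.0428). The leaders upstream of 4 genes were all lower. The changes were -0.93 for the thiC leader, -0.94 for the trpS leader, -0.99 for the ileS leader and -1.18 for the thrZ leader (S1455, 3856732 to 3856994), with adjusted p of 0.0352, 0.0276, 0.039 and 0.0129. The remaining small RNAs were not called. FsrA (S512) changed by -0.02 (SE 0.261), RoxS (S415) by 0.14 (SE 0.116) and S357 by -0.28 (SE 0.1), and the values of all 3 lay below 8 on every array, under the median of all features.

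**Figure D3:**
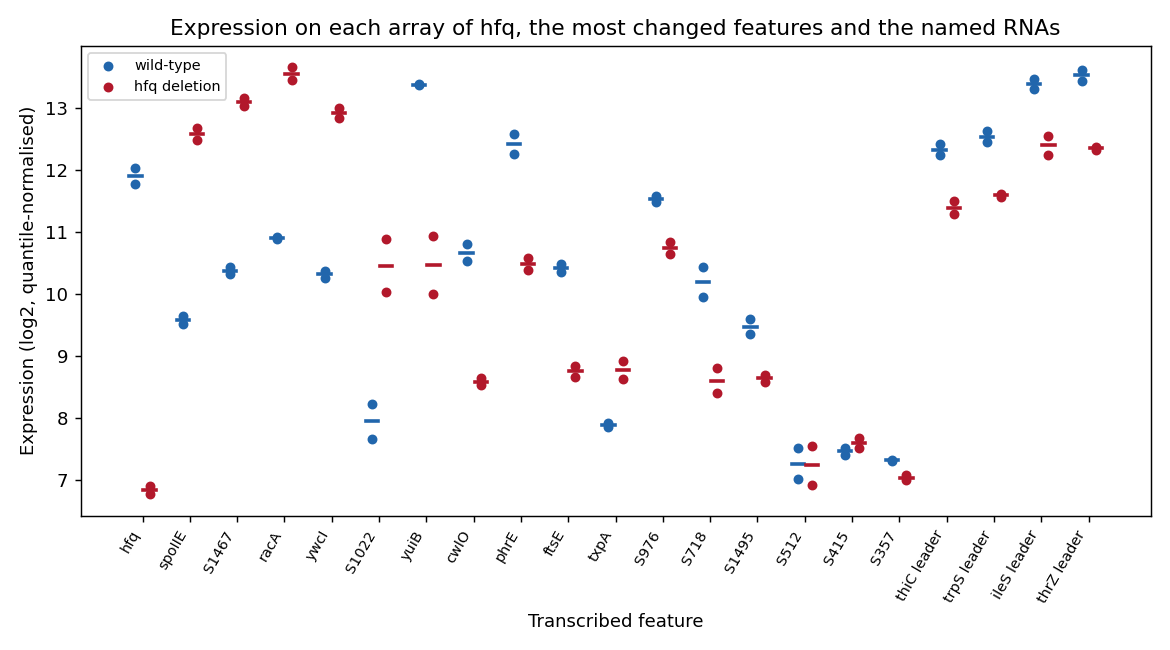
Log2 expression on each array (points) and the mean of the 2 arrays (bars) for hfq, the other largest rises and falls, and the named RNAs, with wild-type in blue and Δhfq in red. Arrays of the strains are separate for all features shown except S512 and S415, and the Δhfq arrays lie apart from each other for S1022 and yuiB.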

Values the study reported

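The study reported 97 transcription units, covering 134 genes, as changed by the deletion in stationary cultures. It linked 48 of the 134 genes to sporulation and counted 18 genes of the Spo0A regulon among those deregulated.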

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

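The alternatives were fixed before the data were examined, except the averaging of neighbouring list members and the removal of hfq from the SigH list, which were chosen after seeing the results. Quantile normalization once more and median centring barely altered the values, which were already quantile-normalised, so they say nothing about stability. Cyclic loess gave 166 called features, 162 of them shared with the 165 reported. Leaving out the dimmest 25% gave 145, annotated genes only 186 (134 shared), a variance trend 135 and robust variance 176. No reported call changed direction under any alternative.

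The count moved more under stricter tests: 15 with Bonferroni-Holm, 79 with at least a 2-fold change and 28 with treat against 0.5. Of the Bonferroni-Holm calls 93.3% were higher in Δhfq and of the treat calls 71.4%, against 55.8% of the reported calls and 51.1% with annotated genes only. Leaving out 1 array gave between 0 and 24 calls, of which 75 to 89.5% were higher wherever there were any; with fewer arrays the residual degrees of freedom fall. The hfq change ranged from -5.18 to -4.93 across these, and its adjusted p rose to 0.0525 at -5.12 without Δhfq replicate 1, the setting with 0 features called and 794 at an unadjusted p under 0.05 in limma. The RNA list had 0 calls with Bonferroni-Holm (10 at an unadjusted p under 0.05) and 0 without any 1 array (9 at an unadjusted p each time). The filter on dim features kept 10 of its members, of which 9 were called, and annotated genes only kept 4, of which 4 were called.

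With the replicate number as a block, 451 features were called, 219 higher and 232 lower (48.6% higher), among them all 165 reported. The replicate 2 minus replicate 1 differences of the 2 strains correlated over features (r = 0.348, rho = 0.205), but with 2 pairs the numbers are not shown to pair the cultures. Under the block sigM was called (0.54), and the SigB list at 0.17 (adjusted p 0.0136). No other named feature or list changed its call under the block.

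Apart from hfq, 25 of the named features were called. Of these, 21 lost their call under Bonferroni-Holm, all 25 without Δhfq replicate 1, 20 without Δhfq replicate 2, 20 without wild-type replicate 1 and 17 without wild-type replicate 2. The variance trend cost 3 and the filter on dim features 2. None of the called ones reversed, but the alternatives named here could not have turned a direction.

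Of the 15 lists, fry called 3, and an estimated correlation 0 (2 at an unadjusted p under 0.05, 8 with the preset correlation). Under fry the SigE (0.15), SigD (-0.19), SigM (0.28), ATP synthase (-0.33) and ribosomal protein (-0.21) lists were no longer called, and under the estimated correlation these and the Spo0A-activated (0.46), WalR (-0.27) and respiration (-0.62) lists. For fry the cause was not tested. Under the estimated correlation the test has 2 degrees of freedom, and in simulations it did not pass a threshold divided by the 15 lists in any of 20 runs with a shifted list, so its count says nothing about stability. The correlations estimated for the Spo0A-activated, WalR and respiration lists (0.00279, -0.0138 and -0.00257) lay below the preset 0.01, so a higher correlation was not the reason there. For the other lists called by camera it lay above the preset, at 0.598 for SigD, 0.378 for ribosomal proteins, 0.313 for SigM, 0.124 for ATP synthase and 0.0472 for SigE, and their camera p-values are open to that correlation. With neighbouring members averaged 4 lists were called. The SigE (0.10), respiration (-0.46), ATP synthase (-0.36) and ribosomal protein (-0.03) lists were then not called, where fewer values enter the test (1 for ATP synthase and 5 for respiration). The SigB median ranged from -0.23 to 0.50 when 1 array was left out. It was called higher without wild-type replicate 1 (0.39, adjusted p 0.000199) and without Δhfq replicate 2 (0.50, adjusted p 5.32e-06), and lower without Δhfq replicate 1 (-0.23, adjusted p 0.0272). The members of this list differ between replicates 1 and 2 in both strains, and leaving out 1 array unbalances that difference. The lists called as reported kept their direction in every alternative run. The lists not called, apart from SigB, stayed so, but the small shifts of the SigH list turned under several alternatives, and the SigF median was -0.08 without Δhfq replicate 1.

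Without detection calls, signal over background could not be used to set a limit on low features. Only 2 features were called among the dimmest 25% by mean expression.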

Other observations

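The tests of position along the chromosome and of antisense regions were planned before their results were seen; the tests of the SigB list, of neighbouring genes, of slides, cultures and sporulation stage, of averaged list members, of short regions and of the adjustment were chosen after the result was seen.

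The clearest pattern outside the comparison of strains was a difference between replicate numbers. Genes of the SigB general stress list were lower in replicate 2 than in replicate 1 in both strains, with a median difference of -0.65 in the wild-type and -0.87 in Δhfq, although their median change between strains was 0.17. In both strains 42 of the 44 members were lower (95.5%), against 25.7% of all features, and 26 of the 100 features with the largest mean fall were on the list. A trend with brightness between arrays is argued against: the median over both strains was -0.779, and the lowest of 10000 lists of annotated genes matched on mean expression was -0.0907. A general stress state that same-numbered cultures had in common may explain the pattern, but the 42 members that fell together are the pattern itself and do not test it. Whether these cultures shared a day or a flask batch is not given in the sources used here, and stress between harvest and lysis was not tested. Leaving out 1 array unbalances this difference, which moves the median of the list between strains up or down depending on the array left out.

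The 165 calls came from 2 arrays against 2. Of the 3 ways to split the 4 arrays into pairs, 1, the real one, gave that many calls; the split by replicate number gave 0 in limma (271 at an unadjusted p under 0.05) and the crossed split 0 (41 at an unadjusted p). With 3 splits chance cannot be excluded in this way. Scattered false calls are argued against as the main source: 50.4% of the 131 called annotated genes with coordinates lay within 200 bp of another gene called in the same direction, where 10000 random placements gave 2.6% on average and at most 11.5%. This test does not separate strain from slide. False calls from differences between cultures that neighbouring genes share could cluster as well, and the random placements do not include them.

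Called features were enriched in the Spo0A-activated list, although large rises also lay outside it, such as those of S1467 and ywcI. Of its members 40.0% were called, against 2.75% of the other features, and 1 of 10000 lists matched on mean expression had as many called. The highest median of a matched list was 0.279, against 0.46 for the genes themselves. A hybridization difference between the slides that follows brightness is argued against for this list, since the compared lists were matched on mean expression. The list was written after reading which genes the study lists as changed in these samples. These counts therefore do not test other hybridization differences between the slides. Differences between cultures of one strain are also argued against, since the median of the list differed between replicates by 0.03 in the wild-type and -0.03 in Δhfq. A batch of cultures or RNA that coincided with the strain stays open. The fall of hfq itself (-5.06) cannot come from the slide or a processing batch alone, since its neighbours on the same arrays changed by at most 0.26. For the other 156 called features outside the list, slide or processing batch and strain cannot be told apart, because each strain had a slide of its own.

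A further open point is the stage of the cultures. If Δhfq cultures were further into sporulation at harvest, lists of later stages could rise as well. The SigG list, which acts late, had a median of 0.01, and the SigE list 0.15. The SigK list, of the latest stage, had a median of 0.00, but 5 neighbouring members, gerPB to gerPF, named after their values were seen, were called higher (0.97 to 1.19) and 1 other member lower. The sigma factor genes sigF (1.98), sigE (2.24) and sigG (1.95), also named after their values were seen, were called higher too. Of these, sigF and sigE belong to the Spo0A-activated list itself, so they are not separate evidence of a later stage. The gene sigG was the only called member of the SigF list, whose median was 0.05. With 1 harvest time, an earlier entry, more cells entering and a direct effect of Hfq on these RNAs cannot be told apart.

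The called members of the SigE list came from 1 stretch of the chromosome. All 5 were glgB, glgC, glgD, glgA and glgP, which lie next to each other, chosen here after their values were seen. With neighbouring members averaged, the 43 genes became 27 values and the list was no longer called (camera adjusted p 0.0622, against 0.000443). This is consistent with a test that counted a co-transcribed run member by member, although fewer values also weaken the test. The Spo0A-activated list stayed called when its 20 genes became 10 values (median 1.32, adjusted p 2.13e-07). So did the SigD (median -0.27), SigM (0.31) and WalR (-0.12) lists, where the WalR median was smaller than the -0.27 of its single genes. The 10 called members of the ribosomal protein list also came from 1 stretch, from rplP to rpsE, and the list was not called after averaging (median -0.03).

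S1022 and the SigD list moved in opposite directions. The study describes S1022 as induced by SigD. Here S1022 rose by 2.50 while the median of the SigD list was -0.19 and sigD itself was not called (-0.08). The fall of the list is weak evidence, since its median also differed between replicates, by 0.27 in the wild-type and -0.19 in Δhfq. No explanation was tested.

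The study's text writes of a rex-ndh operon that seemed to be upregulated. In the gene table rex (647091 to 647738) and ndh (1299074 to 1300252) lie 651335 bp apart. The change was 0.03 for rex and 0.61 for ndh. The gene yjlC, which ends just before ndh and was chosen after its value was seen, changed by 0.62 (limma Benjamini-Hochberg adjusted p 0.048).

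The number of annotated features called here under Benjamini-Hochberg adjustment was 134, and under Bonferroni-Holm adjustment it was 13, with 834 at an unadjusted p under 0.05. The 134 include the thiC, trpS and ileS leaders, and Benjamini-Hochberg over annotated features alone gave 186. The methods of the study name Bonferroni-Holm, but its gene count equals the number of annotated features called here under Benjamini-Hochberg over all features. The list of the study could have been made with Benjamini-Hochberg adjustment, but an equal count does not test this, and the genes were not compared. Of the Spo0A-activated list 8 genes were called here. That is lower than the value quoted from the study above, which counts over a different membership.

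If the 2 strains differed in the share of replicating chromosomes, changes would follow the distance from the replication origin on both arms. The rank correlation between log2 change and that distance was -0.0618 on one arm (2000 genes) and -0.0138 on the other (2225 genes), both under the size of 0.1 that had been set beforehand. Within replicate 1 the values were -0.0837 and -0.0498, and within replicate 2 they were -0.0137 and 0.0183, so the shared sign did not hold in replicate 2. The size set beforehand was not reached on either arm or within either replicate. This argues against a difference in gene dosage strong enough to reach it. What size a smaller difference would give was not computed, so a smaller one is not excluded. Genes are not independent replicates, so no p-value is given.

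Regions antisense to annotated genes were not lower as a class without Hfq. The class as defined here leaves out RatA and as-bsrE. For 354 new regions, taken as antisense because they overlap an annotated gene by at least 50% of their length, the median log2 change was 0.029, slightly above the range of matched lists of annotated genes (-0.0192 to 0.0219 for the central 95%). Among them 0 were called higher and 1 was called lower in limma, with 53 at an unadjusted p under 0.05.

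The largest gap between arrays of one strain was 5.36 log2 units, in a new region of 67 bp (3021166 to 3021232) with values of 13.49 and 8.13 in the wild-type arrays and 13.86 and 13.88 in Δhfq, which was not called (adjusted p 0.392). For the 373 new regions under 100 bp the median within-group SD was 0.151, against 0.106 for annotated genes of the same mean expression and at most 0.122 in 10000 matched lists. Of the 90 features whose arrays of one strain differed by over 1 log2 unit, 17 were such regions, which make up 6.5% of all features, so most wide gaps lay elsewhere. Few probes may be a reason for the wider spread of short regions. The number of probes per region was not used here. Still, 10 of the 373 (2.68%) were called.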
